A study of Mus musculus with 21 samples. Its data were reported in "Detection of chimeric alpha-defensin transcripts and peptides in mouse Paneth cells" (2025).

How the data were processed

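Paneth cells were sorted by FACS from the small intestine of mice on Milli-Q or zinc sulfate water in 3 microbiome contexts. Per the labels, total RNA was extracted with a column kit and turned into stranded mRNA libraries. The authors deposited a single table of raw counts per Ensembl gene with a column for each of the 21 libraries, with no normalisation. The study describes alignment with STAR to the GRCm39 genome and quantification with Salmon, but whether these steps made the deposited counts is not given in the sources used here. The counting tool, its use of strand and its handling of reads that map to several genes are likewise not given in the sources used here. Reads shared between near-identical genes, such as the Defa family, can therefore have been dropped, split or counted more than once. Groups were taken from the sample labels, and every column was matched to a sample by its name (0 columns were left unmatched).

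Of 55414 gene identifiers in the table, 54749 matched the GENCODE M39 annotation of GRCm39, which gave symbols, coordinates and biotypes. Transcript length and GC content came from the separate set of transcript sequences of that release, in which 54803 identifiers were found. The 665 identifiers not matched held 0.0164% of counts. Since 150 identifiers shared a symbol with another, these were kept apart by identifier.

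Counts were tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) by quasi-likelihood F-tests. All 21 libraries entered a single fit with a coefficient for each of the 6 groups, TMM factors and the genes kept by filterByExpr, which left 13070 genes. The common dispersion was 0.0369 and the prior degrees of freedom 8.52. P-values were adjusted by the Benjamini-Hochberg method in each of 11 comparisons, with a threshold of 0.05. The comparisons were zinc against Milli-Q water in each context and averaged, antibiotics and germ-free against SPF on each water, and the differences of the zinc effect between contexts. Fold changes are on the log2 scale with standard errors. These were derived as the absolute log2 fold change over the square root of its F statistic, and are approximate. CPM values are scaled by TMM factors, and log-CPM values used a prior count of 2.

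Genes were named by a rule. In each comparison these were the 2 genes with the largest rise and the 2 with the largest fall among genes past the threshold with a mean of at least 5 CPM and, for comparisons of a pair of groups, no overlap between the libraries of the groups. Defa24, Lyz1, Itln1, Mt1, Mt2, Reg3b and Reg3g were reported whatever their values. A gene the rule named is not reported here. This rule, the groups, the tests, the gene lists and the alternatives were chosen before the data were examined, with the exceptions given here. The GC and length correction, the 18S term and the lists of NF-kB target genes and clock genes came later. So did the tests of the sex of SPF zinc replicate 1 and of the unique sequence of Defa23, Defa36 and Defa37. The limits used to read the tests of GC content, 18S ribosomal RNA and library number were also set later.

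Gene lists were 28 Defa genes, 10 other secreted Paneth cell products, 23 metallothioneins and zinc transporters, 24 genes induced by microbial colonisation and 24 unfolded protein response genes. They were tested with fry in 6 comparisons, and with camera at a preset and an estimated correlation. Marker lists of enterocytes, goblet, enteroendocrine, tuft, stem and cycling, immune and stromal cells, and genes that show sex, served to check for other cells and for the sex of the mice. A list of NF-kB target genes and lists of clock genes were written after other results had been seen and before their own values were. The share of counts on the 28 Defa genes was compared by two-sided exact permutation tests within strata. Length-scaled counts (TPM) were counts per base of the longest annotated transcript over protein-coding genes, without mitochondrial genes. Intervals of shares of counts are exact Clopper-Pearson intervals at 95%. The correlation of the antibiotics and germ-free responses was set against 20 simulations of unchanged groups with the same controls.

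The alternatives were DESeq2-type size factors, library totals only, TMM factors without the Defa genes, DESeq2 1.42.0, limma-voom with quality weights, no filter on low counts or a stricter filter of 10 counts in 10 libraries. Further alternatives were fits of only the groups compared, the replicate number as a block, the division of libraries by Xist as a term, and leaving out each library in turn. The Defa share was also computed with pseudogenes, as log-odds, and on counts without mitochondrial genes. A correction for GC content and transcript length and the log2 percent of 18S ribosomal RNA counts as a term were added after seeing the data. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

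The tests were checked on simulated data, with 200 genes changed, for the zinc comparisons. With 12915 genes in SPF mice, edgeR recovered 75% of the changed genes and 5.06% of its calls were false. With 12895 genes after antibiotics these were 76.5 and 3.16%, and with 12886 genes in germ-free mice 74 and 4.52%. On 13070 genes DESeq2 recovered 78, 78.5 and 75.5% with 12.4, 11.3 and 11.2% false calls, and limma-voom, on the genes of the edgeR step, 73.5, 76.5 and 70% with 3.92, 3.16 and 3.45% false calls. A list of changed genes was found by fry in each of the 3 simulations, and 0, 0 and 3 of 20 unchanged lists had an unadjusted p under 0.05. A simulated GC trend gave 520, 1323 and 731 calls among 12918, 12878 and 12831 genes, and 0 after the correction in each.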

Results

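α-Defensins are antimicrobial peptides encoded in the mouse by the Defa genes, and Paneth cells are the gut epithelial cells that produce them. The data comprised 21 bulk RNA-seq libraries of Paneth cells sorted by FACS from mouse small intestine. The mice drank Milli-Q (purified) water or water supplemented with zinc sulfate for 7 weeks, at 200 mM as the labels state it. Each water was given in 3 microbiome contexts. These were specific pathogen free (SPF) mice, SPF mice given broad-spectrum antibiotics during the last 3 weeks, and germ-free mice. There were 3 SPF libraries on each water, 4 antibiotics libraries on each water, 3 germ-free libraries on Milli-Q water and 4 germ-free libraries on zinc water. Total counts per library ranged from 9888174 to 16896714, with a median of 12936001. Germ-free libraries on zinc water held 11249000 ± 1269500 counts (SD, n = 4) and SPF libraries on Milli-Q water 14518000 ± 1420900 (SD, n = 3). Between 13747 and 18072 genes had counts in a library. No pair of replicates agreed within sampling noise, since the chi-square per gene was 8.46 or more for every pair. In a principal component analysis of the genes with the most variable log-CPM values, the first 3 components held 23.5, 17.7 and 12.8% of the variance of those genes. Germ-free zinc replicate 1 lay farthest along the first component, at 50.4, while germ-free zinc replicate 4 lay at -6.37.

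The first question was whether zinc water changed expression in each microbiome context. The metallothioneins, which bind zinc, were fixed as readouts before the data were examined. Mt2 (ENSMUSG00000031762, chromosome 8, 94898819 to 94900207 in GRCm39) stood at 8.48 ± 3.55 CPM in SPF mice on Milli-Q water (SD, n = 3) and at 494 ± 80.7 CPM on zinc water (SD, n = 3). After antibiotics it stood at 14.9 ± 5.26 and 746 ± 283 CPM (SD, n = 4 each). In germ-free mice it stood at 32.6 ± 19.4 CPM (SD, n = 3) and 679.6 ± 265 CPM (SD, n = 4). The log2 fold changes were 5.87 ± 0.50 (SE) in SPF mice, 5.65 ± 0.42 after antibiotics and 4.39 ± 0.45 in germ-free mice. Their Benjamini-Hochberg adjusted p-values in edgeR's quasi-likelihood test were 3.02e-07, 2.33e-08 and 1.47e-05. Mt1 (ENSMUSG00000031765, chromosome 8, 94905710 to 94906955) rose by 3.75 ± 0.36, 4.00 ± 0.32 and 2.97 ± 0.34 log2 units (SE) in the same order, with adjusted p-values of 1.87e-06, 3.43e-08 and 4.71e-05 in that test. Every zinc library lay above every Milli-Q library of its context for both genes. Both calls held without any single library. The zinc effect on Mt2 was 1.48 log2 units smaller in germ-free than in SPF mice, but this difference was not past the threshold (log2 difference -1.48 ± 0.57 SE, adjusted p 0.284 in edgeR's interaction test). On Milli-Q water, Mt1 and Mt2 were higher in germ-free than in SPF mice by 1.42 ± 0.33 and 1.94 ± 0.44 log2 units (SE), with adjusted p-values of 0.00383 and 0.00305 in edgeR's quasi-likelihood test. Both calls held without any single library (adjusted p up to 0.0323 and 0.0402), but with library totals only neither was made (log2 fold changes 0.49 and 0.97, adjusted p 0.23 and 0.0642, around a median of all genes of -0.99). Mt1 and Mt2 were called neither by antibiotics on Milli-Q water (0.26 ± 0.31 and 0.82 ± 0.41, SE) or on zinc water (0.51 ± 0.30 and 0.59 ± 0.37) nor in germ-free mice on zinc water (0.64 ± 0.31 and 0.46 ± 0.37, the latter -0.10 with library totals only). The zinc effect on Mt1 differed by 0.25 log2 units between antibiotics and SPF, -0.79 between germ-free and SPF and -1.04 between germ-free and antibiotics mice, and that on Mt2 by -0.22 and -1.26 in the first and last of these, with 0 of these 5 differences called. Gm45774 lies antisense to Mt2, and whether the counting used strand is not given in the sources used here.

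**Figure D1:**
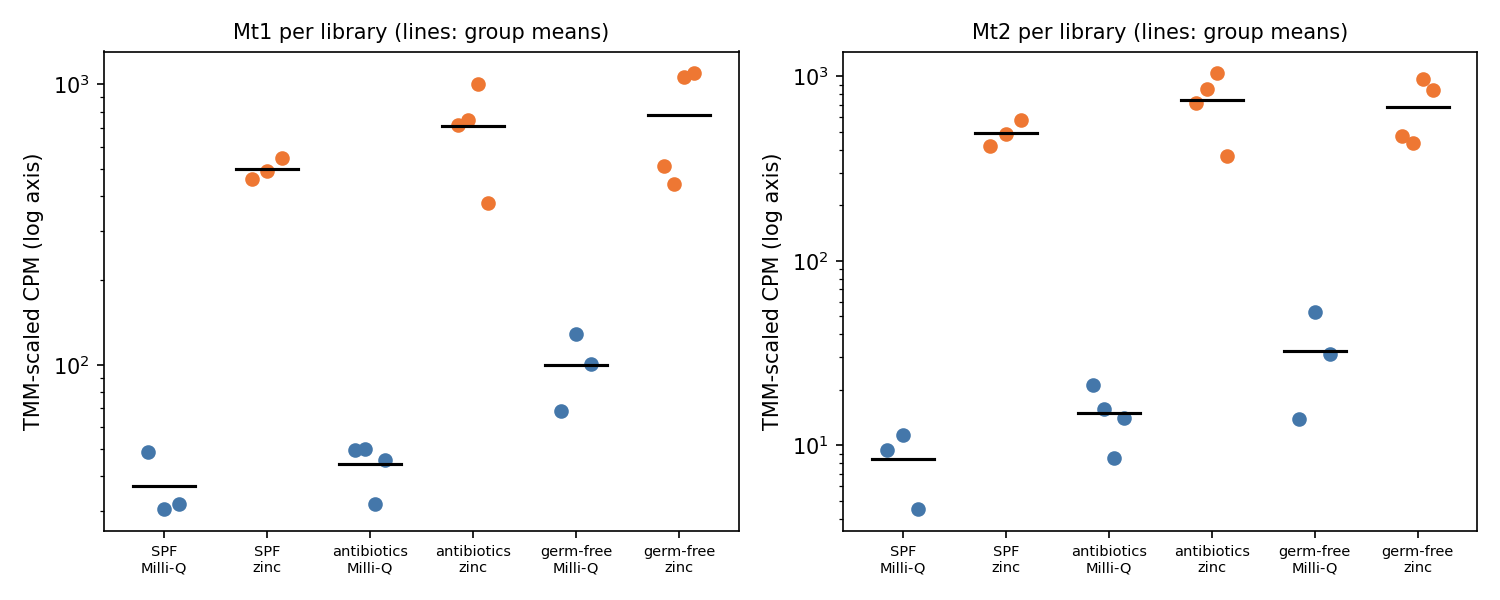
TMM-scaled CPM of Mt1 (left) and Mt2 (right) per library on a log axis, by microbiome context and water, with lines at group means. For Mt2 the SPF zinc libraries sit between 419 and 579.6 CPM, above the highest SPF Milli-Q library at 11.4 CPM.

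In SPF mice, 18 of the 13070 genes tested passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, of which 8 were higher and 10 lower on zinc water. At an unadjusted p under 0.05 there were 665 genes. The setting that moved this count most was the removal of the filter on low counts, which gave 269 genes. With library totals in place of TMM factors the split was 5 higher and 14 lower, and the median log2 fold change of all genes was -0.23 in place of -0.02. The genes named by the rule were Xist, Mt2, Nox1 and Cd177. By that rule, in each comparison of a pair of groups every library of one group lay above every library of the other for the genes it named. Xist (ENSMUSG00000086503, a lncRNA on chromosome X, 102503972 to 102537573) rose by 8.98 ± 1.61 log2 units (SE), with an adjusted p of 0.0164 in edgeR's test. This value rested on SPF zinc replicate 1, which held 6228 Xist counts against at most 34 in any other library. Without that library the adjusted p for Xist was 0.999. The Xist call was also lost without SPF Milli-Q replicate 1 or 2. Nox1 (ENSMUSG00000031257, chromosome X, 132987170 to 133122705) fell by 4.66 ± 0.71 log2 units (SE; adjusted p 0.00249 in edgeR's test), and this call was lost without SPF zinc replicate 2 (adjusted p 0.0533). The annotation places Xkrx on the same strand within the Nox1 interval, so counts of the pair are uncertain. Cd177 (ENSMUSG00000052212, chromosome 7, 24443408 to 24459747) fell by 2.90 ± 0.40 log2 units (SE; adjusted p 0.00082 in edgeR's test), from 33.8 ± 20 to 4.56 ± 1.27 CPM (SD, n = 3 each), and stayed called without any single library. The count of 18 fell to 5 without SPF zinc replicate 2, 8 without SPF zinc replicate 1 and 11 without SPF zinc replicate 3. It rose to 37 without SPF Milli-Q replicate 3.

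After antibiotics, 2837 genes passed the threshold on zinc against Milli-Q water, 1335 higher and 1502 lower, and 599 of these changed at least 2-fold. With library totals only, 1447 genes passed, 152 higher and 1295 lower, around a median of all genes of -0.15. Beyond Mt2 and Mt1, Cbx3-ps8 was among the genes the rule named. Cbx3-ps8 (ENSMUSG00000110887, a processed pseudogene on chromosome 9, 7723148 to 7723695) decreased by 2.64 ± 0.52 log2 units (SE; adjusted p 0.00242 in edgeR's test). Since 74.4% of its stretches of 60 bases were found in no other gene, part of its counts are uncertain. This call held without any single library. The count of 2837 dropped to 1317 without antibiotics Milli-Q replicate 2, to 1761 without replicate 3 of that group, to 1740 without antibiotics zinc replicate 1 and to 1736 without antibiotics zinc replicate 4.

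In germ-free mice, 1483 genes passed the threshold, 768 higher and 715 lower on zinc water. This count rested on a few libraries. It was 5 without germ-free Milli-Q replicate 2 and 563 without replicate 3 of that group. It was 486, 597 and 196 without germ-free zinc replicate 1, 2 or 3, and 3436 without germ-free zinc replicate 4. A fit of the germ-free libraries alone gave 3 genes. Under scaling by library totals, 735 genes passed, 690 higher and 45 lower, around a median of all genes of 0.12. The genes named beyond the metallothioneins were Rgs11 (ENSMUSG00000024186, chromosome 17, 26421904 to 26430829) and Tmem191 (ENSMUSG00000055692, chromosome 16, 17093941 to 17101093). Rgs11 fell by 1.82 ± 0.48 log2 units (SE; adjusted p 0.0213 in edgeR's test) and Tmem191 by 1.72 ± 0.43 (SE; adjusted p 0.0174 in edgeR's test). Neither call held without germ-free Milli-Q replicate 2, germ-free zinc replicate 2 or germ-free zinc replicate 3, where the adjusted p reached 0.11 for Rgs11 and 0.106 for Tmem191. Without germ-free zinc replicate 4 the log2 fold changes were -2.95 and -2.74. The Rgs11 call was also lost without germ-free zinc replicate 1. Both were lost with library totals only. Tmem191 shares its strand with Gm49573, and Rgs11 lies opposite Arhgdig and Fam234a.

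Averaged over the 3 contexts with equal weights, zinc water changed 2860 genes in edgeR's quasi-likelihood test, 1396 higher and 1464 lower. With library totals only, 1285 genes passed, 313 higher and 972 lower. The rule named Mt2 (5.30 ± 0.27 log2 units, SE) and Mt1 (3.57 ± 0.20) among the higher genes and Nox1 and Cd177 among the lower genes, where Nox1 fell by 2.19 ± 0.36 and Cd177 by 1.88 ± 0.21 log2 units (SE). Their adjusted p-values in edgeR's test were 0.000796 and 1.53e-05, and all 4 calls held without any single library. There were 9 genes called in each of the 3 contexts alone. These genes, named after their values were seen, were Mt1, Mt2, Mt4, Sis, Noxa1, Cd177, Nos2, Slc39a4 and Cd14. The calls of Mt1 and Mt2 held without any single library in each context, and after antibiotics so did the others except that of Sis (adjusted p 0.0513 in edgeR's test without antibiotics Milli-Q replicate 2). In SPF mice the Cd177 call held too, but those of Noxa1, Sis, Mt4, Nos2, Slc39a4 and Cd14 were lost in 5, 4, 5, 4, 3 and 5 of 6 fits (adjusted p up to 0.257, 0.208, 0.256, 0.201, 0.175 and 0.334 in that test). These were Noxa1, Sis, Mt4, Nos2 and Cd14 without SPF zinc replicate 1 or SPF Milli-Q replicate 3, all 6 without SPF zinc replicate 2, Noxa1, Nos2, Slc39a4 and Cd14 without SPF zinc replicate 3, Sis and Mt4 without SPF Milli-Q replicate 1, and Noxa1, Mt4, Slc39a4 and Cd14 without SPF Milli-Q replicate 2. In germ-free mice the 7 calls beyond Mt1 and Mt2 were lost without germ-free Milli-Q replicate 2, and 6 of them, all but Noxa1, without germ-free zinc replicate 3. There, Slc39a4, Nos2 and Cd14 were also lost without germ-free Milli-Q replicate 3 or germ-free zinc replicate 1 or 2, Sis without germ-free Milli-Q replicate 3, and Slc39a4 without germ-free Milli-Q replicate 1. Of the 18 genes called in SPF mice, 12 were also called after antibiotics and 11 in germ-free mice, all in the same direction. The antibiotics and germ-free comparisons shared 512 called genes, of which 493 changed in the same direction. Across genes, which are not independent replicates, the log2 fold changes correlated with a Pearson's r of 0.393 between the antibiotics and germ-free contexts, 0.181 between SPF and antibiotics and 0.15 between SPF and germ-free. These comparisons share no library. Reg3b rose by 0.81 ± 0.26 log2 units on average (SE; adjusted p 0.0321 in edgeR's test). This call was lost with library totals only and in 7 of 21 fits without a library (antibiotics Milli-Q replicate 3, antibiotics zinc replicate 4, germ-free Milli-Q replicates 1 and 3, germ-free zinc replicate 3, SPF Milli-Q replicate 1 and SPF zinc replicate 1), with an adjusted p of up to 0.108. Without SPF zinc replicate 1 the log2 fold change was 0.48. Reg3g changed by 0.38 ± 0.20 on average (SE; adjusted p 0.18 in edgeR's test).

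Whether the zinc effect itself differed between contexts was tested by interaction contrasts. No gene passed for antibiotics against SPF in edgeR's quasi-likelihood test (0 called, 2418 at an unadjusted p under 0.05), whereas DESeq2 called 306 genes and limma-voom 473. No gene passed for germ-free against SPF in edgeR's test (0 called, 1740 at an unadjusted p under 0.05), whereas DESeq2 called 32 genes and limma-voom 354. In simulated data for the 3 zinc comparisons, between 11.2 and 12.4% of the DESeq2 calls were false, against 3.16 to 5.06% for edgeR and 3.16 to 3.92% for limma-voom. The germ-free against SPF count was 767 without germ-free zinc replicate 4 and 1 without germ-free zinc replicate 1. Scaled by library totals, this count stayed at 0, around a median of all genes of 0.35. The antibiotics against SPF count was 21 without SPF Milli-Q replicate 3, 4 without antibiotics Milli-Q replicate 1 and 1 without SPF zinc replicate 1. Between germ-free and antibiotics mice, 27 genes passed in edgeR's test, 9 with a larger and 18 with a smaller log2 fold change in germ-free mice. Among the genes the rule named were Ly75 (log2 difference 2.57 ± 0.42 SE), Ndufaf4 (-1.25 ± 0.25 SE) and Zcchc17 (-1.12 ± 0.20 SE), with adjusted p-values of 0.0222, 0.0335 and 0.0222 in edgeR's test. Ly75 (ENSMUSG00000026980) lies on chromosome 2 at 60122441 to 60213682, Ndufaf4 (ENSMUSG00000028261) on chromosome 4 at 24898079 to 24905001 and Zcchc17 (ENSMUSG00000028772) on chromosome 4 at 130206184 to 130253817. Ly75 and Zcchc17 lie opposite Gm13571 and Fabp3. None of these 3 calls held without antibiotics Milli-Q replicate 4, antibiotics zinc replicate 1, germ-free Milli-Q replicate 2 or 3, or germ-free zinc replicate 2, and the count was 0 without each of these. In all, the calls were lost in 5 (Ly75), 8 (Ndufaf4) and 6 (Zcchc17) of 15 fits that each left out a library. The count was 1, 12 and 89 without antibiotics Milli-Q replicate 3, 2 or 1, and 3 and 41 without antibiotics zinc replicate 3 or 2. It was 9 and 294 without germ-free zinc replicate 3 or 4, and 362 without germ-free Milli-Q replicate 1. With library totals only, 3 genes passed, 3 higher and 0 lower, around a median of all genes of 0.31, and with DESeq2-type size factors 35 passed, 18 higher and 17 lower.

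The next question was how the microbiome context changed expression. Antibiotics on Milli-Q water changed 26 genes in edgeR's quasi-likelihood test, 6 higher and 20 lower, with 1062 genes at an unadjusted p under 0.05. Reg3b and Reg3g, antimicrobial lectins induced by microbes, were the named genes that fell. Reg3b (ENSMUSG00000071356, chromosome 6, 78347640 to 78350455) decreased by 5.29 ± 0.46 log2 units (SE; adjusted p 3.14e-07 in edgeR's test), from 103 ± 15 CPM in SPF mice (SD, n = 3) to 2.69 ± 1.14 CPM (SD, n = 4). Reg3g (ENSMUSG00000030017, chromosome 6, 78443246 to 78445859) decreased by 4.53 ± 0.38 log2 units (SE; adjusted p 2.03e-07 in edgeR's test), from 433 ± 67.3 CPM (SD, n = 3) to 18.7 ± 2.69 CPM (SD, n = 4). Fcgbp (ENSMUSG00000047730, chromosome 7, 27770661 to 27820287) rose by 1.43 ± 0.24 log2 units (SE; adjusted p 0.00473 in edgeR's test). It is one of 8 goblet cell markers, which together took 0.402 ± 0.174% of counts in SPF mice (SD, n = 3) and 0.598 ± 0.107% after antibiotics (SD, n = 4). Dll1 (ENSMUSG00000014773, chromosome 17, 15587276 to 15597134) rose by 0.97 ± 0.19 log2 units (SE; adjusted p 0.0221 in edgeR's test). The calls for Reg3b, Reg3g and Fcgbp held without any single library. The Dll1 call was lost without antibiotics Milli-Q replicate 1, 3 or 4 or SPF Milli-Q replicate 2, with an adjusted p of up to 0.166, and with library totals only. Fam120b lies opposite Dll1. The count of 26 was 10 without antibiotics Milli-Q replicate 2 or 4, 13 without replicate 1 or 3 of that group, 58 without SPF Milli-Q replicate 1 and 83 without SPF Milli-Q replicate 3.

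Germ-free mice on Milli-Q water differed from SPF mice in 3171 genes, 1656 higher and 1515 lower. This split depended on the scaling. With library totals only, 9333 genes passed, 74 higher and 9259 lower, and the median log2 fold change of all genes was -0.99 in place of -0.03. The genes named by the rule were Chac1, Mir6236, St6galnac6 and Gsdmc4. Chac1 (ENSMUSG00000027313, chromosome 2, 119180757 to 119184866) rose by 3.24 ± 0.66 log2 units (SE), with an adjusted p of 0.00138 in edgeR's test. Mir6236 (ENSMUSG00000098973, a miRNA gene on chromosome 9, 110110355 to 110110477) rose by 3.01 ± 0.39 log2 units (SE), with an adjusted p of 1.69e-05 in that test. St6galnac6 (ENSMUSG00000026811, chromosome 2, 32489721 to 32510825) fell by 4.58 ± 1.01 and Gsdmc4 (ENSMUSG00000055748, chromosome 15, 63763113 to 63784146) by 4.39 ± 1.05 log2 units (SE), with adjusted p-values of 0.00239 and 0.00436 in edgeR's test. Both falls rested on SPF Milli-Q replicate 2, which held the highest St6galnac6 and Gsdmc4 values of its group at 118 and 33.5 CPM. Without it the adjusted p rose to 0.377 for St6galnac6 and 0.147 for Gsdmc4. For Gsdmc4, 65.5% of stretches of 60 bases were found in no other gene. The count of 3171 fell to 1661 without germ-free Milli-Q replicate 2. Compared with SPF mice, Reg3b fell by 4.32 ± 0.52 and Reg3g fell by 2.93 ± 0.40 log2 units (SE) in germ-free mice, with adjusted p-values of 9.91e-06 and 3.12e-05 in edgeR's test, and both calls held without any single library.

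**Figure D2:**
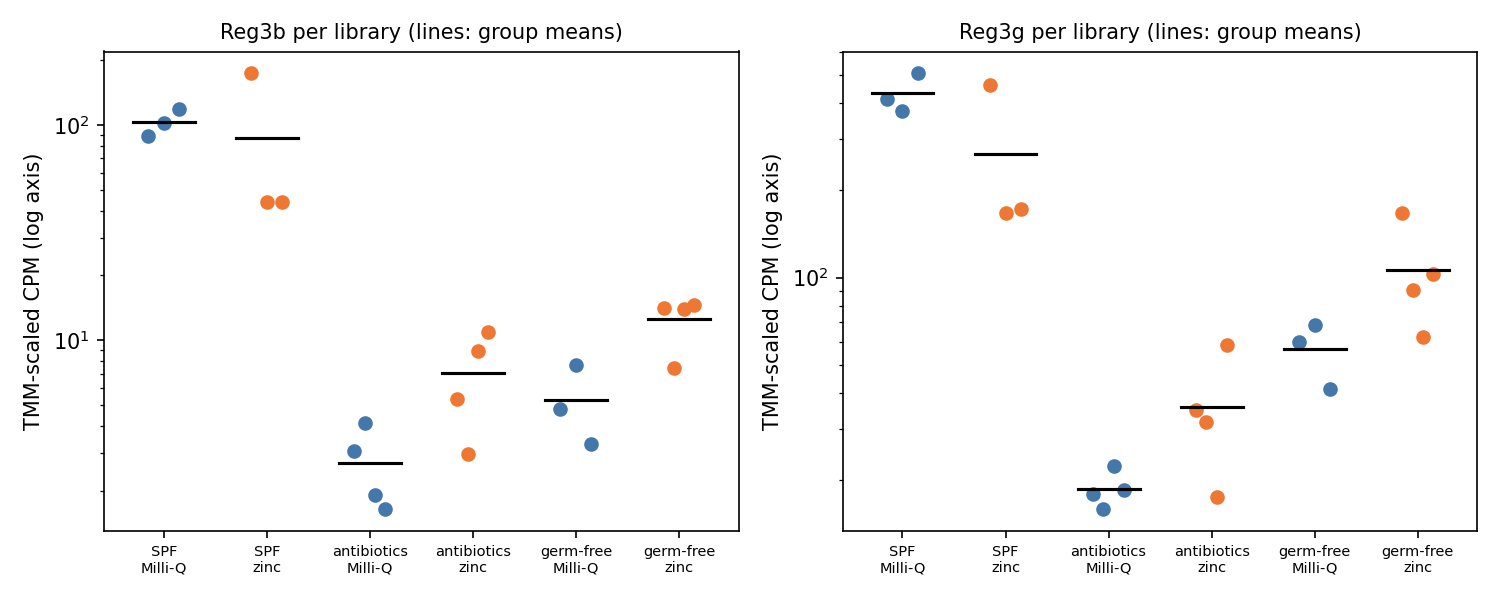
TMM-scaled CPM of Reg3b (left) and Reg3g (right) per library on a log axis, by microbiome context and water, with lines at group means. For Reg3b the 3 SPF Milli-Q libraries lie between 88.8 and 119 CPM and the 4 antibiotics Milli-Q libraries between 1.65 and 4.13 CPM.

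On zinc water, 1172 genes differed between antibiotics and SPF mice in edgeR's quasi-likelihood test, 622 higher and 550 lower, and 764 differed between germ-free and SPF mice, 453 higher and 311 lower. With library totals only these became 612 (452 higher and 160 lower, median of all genes 0.13) and 6308 (32 higher and 6276 lower, median of all genes -0.61). After antibiotics the rule named Cbr3 (ENSMUSG00000022947, chromosome 16, 93479726 to 93487879; 3.05 ± 0.85), Hsd11b2 (ENSMUSG00000031891, chromosome 8, 106245369 to 106250620; 2.69 ± 0.65), Lct (ENSMUSG00000026354, chromosome 1, 128212493 to 128256055; -4.73 ± 0.85) and Apoa4 (ENSMUSG00000032080, chromosome 9, 46151994 to 46154757; -4.50 ± 1.02), each as log2 fold change ± SE. Their adjusted p-values in edgeR's test were 0.0295, 0.0146, 0.0031 and 0.0103. The calls for Lct and Apoa4 held without any single library. Both are enterocyte markers, a list of which 12 of 12 genes were higher in SPF zinc than in SPF Milli-Q libraries. Those for Cbr3 and Hsd11b2 were lost without antibiotics zinc replicate 1 or any of the 3 SPF zinc libraries, and that for Cbr3 also without antibiotics zinc replicate 3, with adjusted p-values of up to 0.113 and 0.0643. The count of 1172 was 512 without antibiotics zinc replicate 1, 617 without replicate 4 of that group, and 573, 272 and 376 without SPF zinc replicate 1, 2 or 3.

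In germ-free mice on zinc water the rule named Gm56171 (ENSMUSG00002075501, a miRNA gene on chromosome 1, 167167938 to 167167993; 1.94 ± 0.45), Gm15564 (ENSMUSG00000086324, a lncRNA on chromosome 16, 35776121 to 35803658; 1.94 ± 0.38), Reg3b (-2.80 ± 0.42) and Nfasc (ENSMUSG00000026442, chromosome 1, 132492428 to 132669564; -2.60 ± 0.26), each as log2 fold change against SPF mice ± SE. Their adjusted p-values in edgeR's quasi-likelihood test were 0.0144, 0.00617, 0.00171 and 1.14e-05. The Gm56171 call was lost without germ-free zinc replicate 1 or SPF zinc replicate 2 or 3, with an adjusted p of up to 0.115, and the Gm15564 call without SPF zinc replicate 2 (adjusted p 0.0665). Gm15564 lies opposite Parp9 and Kpna1, Nfasc opposite Gm10538 and Apoa4 opposite Gm47528 and Gm10680. The count of 764 was 370 without germ-free zinc replicate 1, 402 without replicate 2 and 1573 without replicate 4 of that group, 51 without SPF zinc replicate 2 and 168 without SPF zinc replicate 3. The Reg3b call held without any single library, with a log2 fold change of -1.82 without SPF zinc replicate 1. After antibiotics on zinc water Reg3b fell by 3.64 ± 0.43 log2 units (SE; adjusted p 3.74e-05 in edgeR's test). Reg3g on zinc water fell by 2.90 ± 0.35 log2 units (SE) after antibiotics and by 1.34 ± 0.34 in germ-free mice, with adjusted p-values of 5.32e-05 and 0.0241 in edgeR's test. Both calls after antibiotics held without any single library. The Reg3g call in germ-free mice was lost without germ-free zinc replicate 2 or 3 or SPF zinc replicate 1 or 2 (adjusted p up to 0.215), and the log2 fold change was -0.69 without SPF zinc replicate 1. Zinc against Milli-Q water raised Reg3b and Reg3g after antibiotics by 1.40 ± 0.45 and 0.93 ± 0.33 log2 units (SE; adjusted p 0.0295 and 0.0461 in edgeR's test). The Reg3b call was lost without antibiotics Milli-Q replicate 3 or 4 or antibiotics zinc replicate 3 or 4 (adjusted p up to 0.115). The Reg3g call held only without antibiotics zinc replicate 3 among the 8 fits that each left out a library (adjusted p up to 0.227), and the log2 fold change was 0.58 without antibiotics zinc replicate 4. Both were lost with library totals only, and the Reg3g call also with DESeq2. In germ-free mice zinc changed Reg3b and Reg3g by 1.27 ± 0.51 and 0.90 ± 0.36 log2 units (SE), not past the threshold (adjusted p 0.0992 and 0.0975 in edgeR's test), and neither was called in any of the 7 fits that each left out a library. The zinc effect differed from that after antibiotics by -0.13 and -0.030 log2 units and from that in SPF mice by 1.52 ± 0.66 and 1.60 ± 0.51 (SE), with 0 of these 4 differences called (adjusted p 0.949, 0.982, 0.331 and 0.242 in edgeR's interaction test). In SPF mice zinc changed Reg3b by -0.25 ± 0.41 log2 units (SE), not past the threshold (adjusted p 0.997 in edgeR's test), and the difference between these contexts was not past it either (1.65 ± 0.61 SE, adjusted p 0.174 in edgeR's interaction test). For Reg3g the SPF change was -0.70 ± 0.37 (SE) and the difference 1.63 ± 0.49 (SE; adjusted p 0.119 in that test). Without SPF zinc replicate 1 the SPF changes of Reg3b and Reg3g were -1.24 and -1.35 and the differences 2.63 and 2.28, with none past the threshold (adjusted p 0.669, 0.461, 0.108 and 0.152 in edgeR's tests). The SPF changes were 0.071 and -0.45 without SPF zinc replicate 2, 0.071 and -0.46 without replicate 3 of that group, and -0.13 for Reg3b without SPF Milli-Q replicate 3.

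The antibiotics and germ-free comparisons on Milli-Q water share their SPF libraries, so their log2 fold changes correlate even without an effect. Across genes, Pearson's r was 0.475 (Spearman's rho 0.408). In 20 simulations of unchanged groups set against shared controls, r averaged 0.497 and ranged from 0.471 to 0.522. The observed value with all libraries was thus not above the level that shared controls give. Spearman's rho lay below its simulated range of 0.461 to 0.482. Without SPF Milli-Q replicate 3 r was 0.552 and without SPF Milli-Q replicate 2 it was 0.38, with no simulation of these fits given here. Of the 26 genes called after antibiotics, 16 were also called in germ-free mice, all in the same direction. The simulations gave at most 0 such genes, but unchanged groups have few calls to share, so this does not measure how far the shared SPF libraries raise the overlap of calls. On zinc water r was 0.47 against a simulated mean of 0.563 and rho 0.447 against 0.521, and 145 genes were called in both, 140 in the same direction. Pairings that share no library gave an r of 0.0684 (germ-free on Milli-Q water with antibiotics on zinc water) and 0.0583 (germ-free on zinc water with antibiotics on Milli-Q water), above the simulated maxima of 0.0263 and 0.0233. The simulations drew each gene independently, so their ranges leave out genes that vary together in real libraries. An r above these ranges therefore does not show a shared response. By rank only the first pairing lay above its simulated range, with a rho of 0.0739 against at most 0.0149 in simulations. The second pairing had a rho of -0.00499, within the simulated range of -0.018 to 0.0205, and 48.5% of genes in the same direction against 50.1% in simulations.

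The α-defensin genes are the family the study is about. The core set of 28 protein-coding Defa genes lies on chromosome 8 between 21515557 and 22225490, over 0.71 Mb. The share of all counts on these genes was 29.6 ± 4.9% in SPF mice on Milli-Q water (SD, n = 3) and 35.1 ± 1.3% on zinc water (SD, n = 3). It was 29.3 ± 3.7% and 27.6 ± 2.09% after antibiotics (SD, n = 4 each), and 43.8 ± 0.844% (SD, n = 3) and 41.2 ± 1.22% (SD, n = 4) in germ-free mice. The lowest library, SPF Milli-Q replicate 2, had 24.123% (95% Clopper-Pearson interval 24.1 to 24.145) and the highest, germ-free Milli-Q replicate 2, had 44.481% (44.452 to 44.511). These intervals cover counting error only. Over both waters, the share was 10.1 percentage points higher in germ-free than in SPF mice (two-sided exact permutation test within waters, p 0.00143, the smallest this design can give, adjusted p 0.0143 over 10 tests). On Milli-Q water alone the difference was 14.15 points (exact permutation p 0.1, the smallest that 3 against 3 libraries can give) and on zinc water alone 6.07 points (exact permutation p 0.0286, adjusted p 0.0714). Antibiotics against SPF over both waters gave -3.94 points (exact permutation p 0.0792, adjusted p 0.143), with -0.372 on Milli-Q water (exact p 0.914) and -7.5 on zinc water (exact p 0.0286, adjusted p 0.0714). The Milli-Q libraries ranged from 25.1 to 32.8% after antibiotics and from 24.1 to 33.5% in SPF mice, so the Milli-Q difference gives no direction. The difference over both waters passed an unadjusted p of 0.05 without antibiotics Milli-Q replicate 2 (-4.54 points) or SPF Milli-Q replicate 2 (-5.31 points). Zinc against Milli-Q water over the 3 contexts gave 0.389 points (exact permutation p 0.826), and this turned to -0.528 without SPF Milli-Q replicate 2 and to -0.0755 without antibiotics Milli-Q replicate 1. Within contexts, zinc gave 5.46 points in SPF mice (exact p 0.1, the smallest possible), -1.67 after antibiotics (exact p 0.429) and -2.62 in germ-free mice (exact p 0.0286, adjusted p 0.0714). The SPF difference rested in part on SPF Milli-Q replicate 2, at 24.1% against 31.2 and 33.5% in the others of its group. After antibiotics the Milli-Q libraries ranged from 25.1 to 32.8%, which covers the range of the zinc libraries (25.3 to 29.9%).

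**Figure D3:**
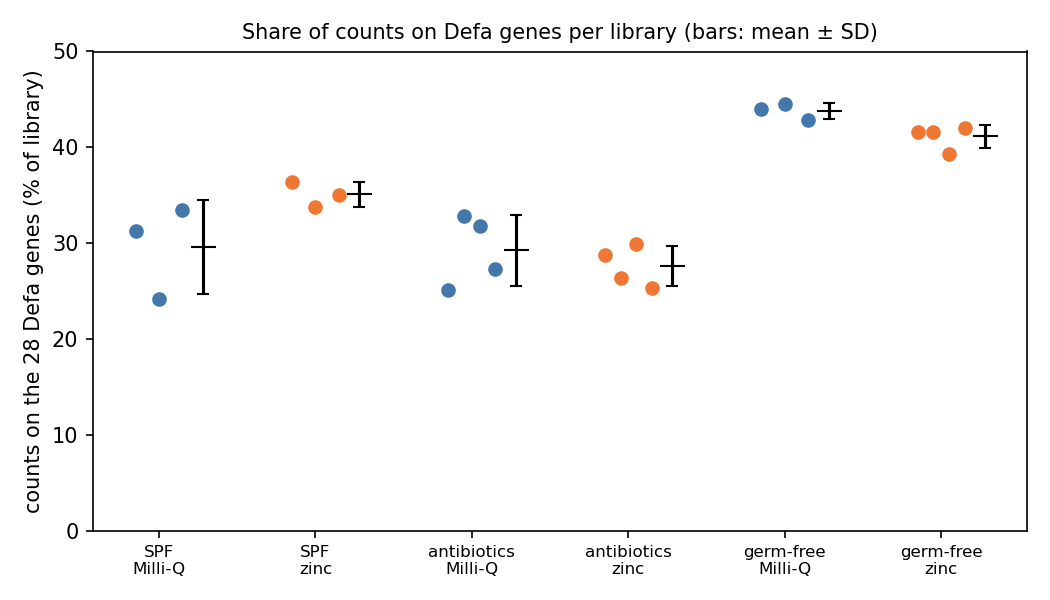
Percent of each library's counts on the 28 Defa genes by microbiome context and water, with points for libraries and bars for mean ± SD. Germ-free libraries lie between 39.3 and 44.5% and SPF libraries between 24.1 and 36.4%.

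Of the 28 Defa genes, 20 passed the filter on low counts and 7 had at most 6 counts in every library. Counts within the family are uncertain, since near-identical copies share reads and the handling of reads that map to several genes is not given in the sources used here. Defa24 (ENSMUSG00000064213, chromosome 8, 22224506 to 22225490) was the most abundant gene, at 16.6 ± 3.18% of counts over the 21 libraries (SD), and 9 of the 20 most abundant genes were core Defa genes. In germ-free against SPF mice on Milli-Q water, all 20 tested Defa genes were higher and 18 were called in edgeR's quasi-likelihood test (19 adjusted over the list alone), with a median log2 fold change of 1.47. Under library totals, 18 of the 20 were higher, 12 were called higher and 1 lower. Relative to the median of all genes, the Defa median was 1.49 log2 units higher with TMM factors and 1.51 with library totals. On zinc water, 20 of 20 were higher and 11 called (16 adjusted over the list alone), but with library totals 14 were higher and 1 called. Defa24 rose by 1.46 ± 0.25 log2 units in germ-free mice on Milli-Q water (SE; adjusted p 0.000307 in edgeR's test). Lyz1 (ENSMUSG00000069515, chromosome 10, 117123698 to 117128775) rose by 1.08 ± 0.29 (adjusted p 0.00895 in edgeR's test) and Itln1 (ENSMUSG00000038209, chromosome 1, 171345690 to 171368943) by 1.62 ± 0.26 (adjusted p 0.00015 in edgeR's test). The Lyz1 call was lost without SPF Milli-Q replicate 3 (adjusted p 0.0599) and with library totals only, where its log2 fold change was 0.15. On zinc water Defa24, Lyz1 and Itln1 changed by 0.91 ± 0.24, 0.89 ± 0.27 and 0.87 ± 0.24 log2 units in germ-free against SPF mice (SE; adjusted p 0.0253, 0.0545 and 0.0338 in edgeR's test). The calls of Defa24 and Itln1 were lost without germ-free zinc replicate 1 or 2 or SPF zinc replicate 2 or 3 (adjusted p up to 0.142 and 0.169) and with library totals only (0.25 and 0.20). Lyz1 was called without germ-free zinc replicate 3 or 4 (adjusted p 0.0469 and 0.0232), by DESeq2 (adjusted p 0.00725) and with the replicate number as a block. In SPF mice on zinc water 20 of 20 tested Defa genes were higher, around a median of 0.47, and 18 of 20 with library totals. Of these, 0 were called in edgeR's test (9 at an unadjusted p under 0.05, 3 adjusted over the list alone), 0 by DESeq2 and 0 by limma-voom. After antibiotics on zinc against Milli-Q water 16 of 20 were higher and 2 called (0 adjusted over the list alone), while 7 of 20 were higher with library totals. In germ-free mice on zinc against Milli-Q water 4 of 20 were higher, and 6 of 20 with library totals. Of these genes 0 were called in edgeR's test (2 at an unadjusted p under 0.05, 0 adjusted over the list alone), 0 by DESeq2 and 0 by limma-voom. The zinc effect was smaller in germ-free than in SPF mice for all 20 genes (median difference -0.61), while with library totals 3 of the 20 had a larger one. In edgeR's interaction test 0 of these differences were called over all genes (8 at an unadjusted p under 0.05, 7 adjusted over the list alone), with 0 by DESeq2 and 0 by limma-voom. Antibiotics on Milli-Q water left 7 of 20 higher, with 1 called lower (2 adjusted over the list alone), and 9 of 20 higher with library totals. Antibiotics on zinc water left 2 of 20 higher, with 4 called lower (4 adjusted over the list alone), and 3 of 20 higher with library totals. The fixed genes Defa24, Lyz1 and Itln1 were called neither by zinc averaged over contexts (log2 fold changes 0.11, 0.17 and -0.01) nor by antibiotics on Milli-Q water (-0.09, -0.23 and -0.34). Nor were they called by zinc in SPF mice (0.41, 0.18 and 0.31), after antibiotics (0.044, 0.35 and 0.091) or in germ-free mice (-0.13, -0.014 and -0.43), by antibiotics on zinc water (-0.46, -0.072 and -0.56), or for the zinc effect in antibiotics against SPF (-0.37, 0.16 and -0.22), germ-free against SPF (-0.54, -0.20 and -0.75) and germ-free against antibiotics mice (-0.18, -0.36 and -0.52). Scaling by library totals changed the sign for Defa24 and Itln1 under zinc after antibiotics, for Lyz1 under zinc in germ-free mice, antibiotics on zinc water and the germ-free against SPF difference, and for Defa24 in the germ-free against antibiotics difference.

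**Figure D4:**
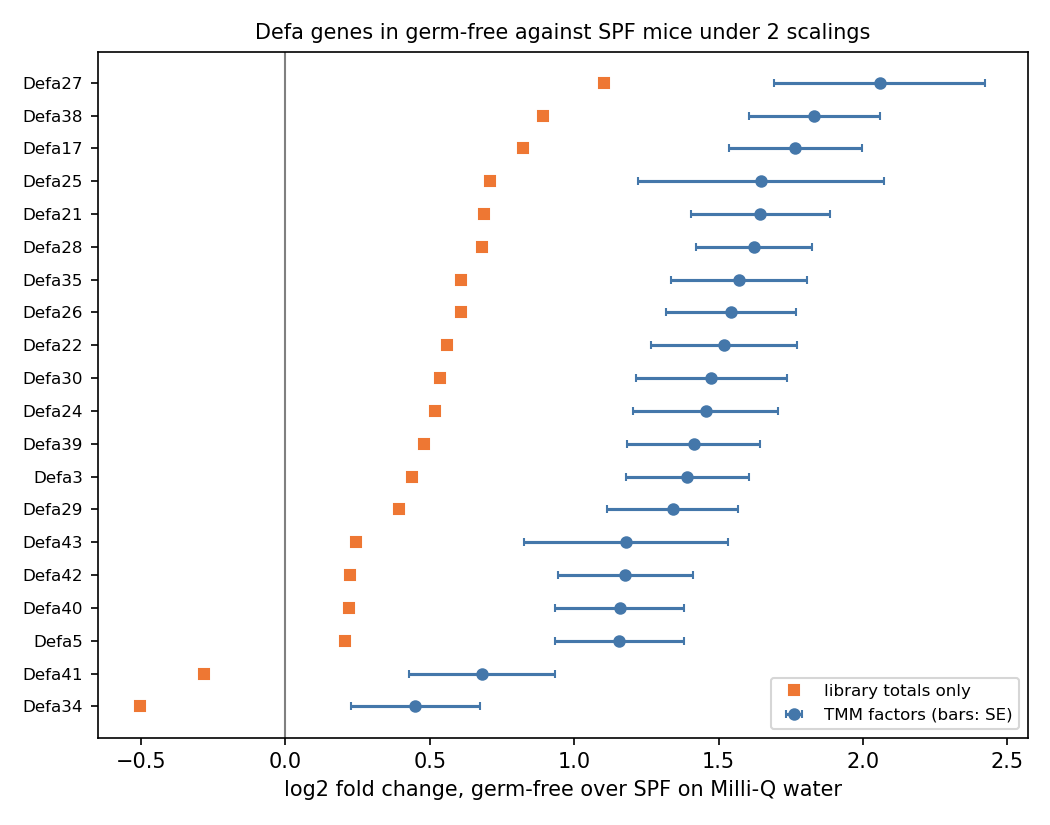
Log2 fold change of the 20 tested Defa genes in germ-free over SPF mice on Milli-Q water, with TMM factors (circles, bars are SE) and with library totals only (squares). With TMM factors 20 genes lie above 0, and with library totals 18, since the median of all genes shifts to -0.99.

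Of 30 tests of 5 gene lists fixed beforehand in 6 comparisons, 8 passed an adjusted p of 0.05 by fry, a self-contained rotation test. The list of metallothioneins and zinc transporters was higher on zinc water in SPF mice (14 of 23 genes higher, median log2 fold change 0.03, adjusted p 0.0222), after antibiotics (15 of 23, median 0.23, adjusted p 0.00334), in germ-free mice (17 of 23, median 0.20, adjusted p 0.00334) and averaged (18 of 23, median 0.23, adjusted p 6.4e-05). In SPF mice the mean was 0.46 against that median of 0.03, and edgeR called 2 genes of the list higher and 1 lower. The SPF result thus rested on few genes and does not show a rise across the list. After antibiotics, genes induced by microbial colonisation were lower on zinc water (2 of 19 higher, median -1.34, adjusted p 0.0222), with 2 called higher and 4 lower by edgeR. Unfolded protein response genes were higher on zinc water in these mice (19 of 23, median 0.42, adjusted p 0.0405). The microbial median was -2.17 without antibiotics zinc replicate 4. By antibiotics on Milli-Q water, 13 of these 19 microbial genes were higher (median 0.62), with 1 called higher and 2 lower (13 adjusted over the list alone), and this list did not pass by fry (adjusted p 0.505) but did by camera with its preset correlation (adjusted p 0.0366). This median was 2.16 without SPF Milli-Q replicate 2 and 0.93 without SPF Milli-Q replicate 3. Both comparisons share the antibiotics Milli-Q libraries, so a chance deviation of these libraries would move the list in opposite directions. In germ-free against SPF mice on Milli-Q water, the Defa list (adjusted p 6.4e-05) and the other secreted Paneth cell products (8 of 10 higher, median 1.36, adjusted p 0.000442) were higher. The Defa list on zinc water in SPF mice had an adjusted p of 0.0807. Adjusted over the list alone, 4 genes of the zinc list were called in SPF mice, 11 after antibiotics and 10 in germ-free mice. All 8 calls also held under camera with its preset correlation, which made 15, and 0 of the 30 held under camera with an estimated correlation, where 7 had an unadjusted p under 0.05. In 5 of the 30 tests the median and the mean differed in sign. These were the microbial list (median 0.05, mean -0.52, lower by fry) and the unfolded protein response (median -0.04, mean 0.03, higher by fry) under zinc in SPF mice. Another was the secreted products under averaged zinc (median 0.05, mean -0.02, higher by fry). The rest, in germ-free against SPF mice on Milli-Q water, were the zinc list (median -0.09, mean near 0, higher by fry) and the microbial list (median 0.30, mean -0.41, lower by fry). None of these 5 was called by fry.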

Values the study reported

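The study counted 28 protein-coding Defa genes in its core set. In a pooled example experiment it attributed 85.19% of Paneth cell mRNAs to Defa genes, on the scale of TPM. In that experiment 18 of the 20 most abundant transcripts came from Defa genes, and no reads were found for Defa31 and Defa37. The study gave Defa24, the Defa gene with the highest expression, a level of 164,417 on that scale.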

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

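For the genes whose zinc effect differed between germ-free and antibiotics mice, the tests of GC content with transcript length and of ribosomal RNA were chosen only after the result was seen.

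In groups of 4 libraries, a library far from the others of its group was found in 7 of 105 groups of values tested, where chance gives about 1 in 20. Gsdmc4 stood at 1.12 CPM in antibiotics Milli-Q replicate 4, against 0.35 to 0.48 CPM in the others of its group, and at 5.03 CPM in germ-free zinc replicate 1, against 0.744 to 0.874 CPM. These values rest on 23 and 26 Gsdmc4 counts. Mir6236 stood at 6509 CPM in germ-free zinc replicate 1, against 2281 to 2927 CPM. That library also had the smallest total, 9888174 counts, and the highest share of 18S ribosomal RNA, 10.031% of counts. Itln1 stood at 31870 CPM in antibiotics zinc replicate 1, against 19390 to 20860 CPM, and Hsd11b2 at 70.1 CPM in the same library, against 19.7 to 27.8 CPM. That library had the highest share of counts on Lyz1 of the 21, 16.013%. Reg3b stood at 7.43 CPM in germ-free zinc replicate 2, against 13.9 to 14.7 CPM. The Defa share of counts was 39.3% in germ-free zinc replicate 3, against 41.6 to 42%. No technical explanation was tested for these single libraries. The design gives no biological explanation for a single library of a group, and none was tested.

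The zinc effect differed between germ-free and antibiotics mice for 27 genes by a test of the difference itself (edgeR's interaction test). Among them were Ly75 (log2 difference 2.57), Ndufaf4 (-1.25) and Zcchc17 (-1.12). Of 100 splits of the libraries, the real one included, 7 gave as many genes, so chance cannot be excluded. With the correction for GC content and transcript length 17 of the 27 calls were kept, and with the 18S percent as a term 15 were kept, which argues against either trend as the whole cause. The count was 0 without antibiotics Milli-Q replicate 4, antibiotics zinc replicate 1, germ-free Milli-Q replicate 2 or 3, or germ-free zinc replicate 2. A zinc response that depends on the microbiome context stays open, as does a difference between a few libraries.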

How the results depend on the processing

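The correction for GC content and transcript length and the 18S term were chosen only after the data were seen, and all other alternatives beforehand. For counts of genes and other main results, 106 alternative values other than leaving out a library stayed close to the reported value or on its side of the threshold, 37 moved and 13 passed a threshold they had not passed. For named genes the count covers only library totals, TMM factors without the Defa genes, DESeq2 and the replicate block. Of these values 379 kept their direction and stayed called or uncalled, 19 lost the call, 2 gained it and 10 reversed. Where no cause is given below, the cause was not tested.

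With library totals only, zinc changed 1447 genes after antibiotics, 735 in germ-free mice and 1285 on average. Germ-free mice differed from SPF mice in 9333 genes on Milli-Q and 6308 on zinc water, antibiotics changed 612 on zinc water, and 3 genes differed in the zinc effect between germ-free and antibiotics mice. This scaling makes no correction for the abundant genes. The calls of Dll1, Lyz1, Mt1 and Mt2 (germ-free mice on Milli-Q water), Defa24 and Itln1 (germ-free mice on zinc water), Ndufaf4, Reg3b and Reg3g (zinc), Rgs11, Tmem191 and Zcchc17 were lost under it. Genes not called that changed sign under it were Defa24 (-0.11) and Itln1 (-0.070) for zinc after antibiotics, Lyz1 for zinc in germ-free mice (0.050; 0.00087 with DESeq2) and for antibiotics on zinc water (0.034), and Mt2 for germ-free mice on zinc water (-0.10). For differences of the zinc effect these were Lyz1 in germ-free against SPF (0.050) and Defa24, Reg3b and Reg3g in germ-free against antibiotics mice (0.062, 0.20 and 0.20).

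DESeq2 gave 37 genes for zinc in SPF mice, 47 for antibiotics on Milli-Q water and 1223 for germ-free mice on zinc water, and 306, 32 and 363 for the differences of the zinc effect (antibiotics against SPF, germ-free against SPF, germ-free against antibiotics). Limma-voom gave 60 for zinc in SPF mice, 3157 for zinc in germ-free mice, 2639 for antibiotics and 2083 for germ-free mice on zinc water, and 473, 354 and 767 for the differences. Without a filter on low counts there were 269 genes for zinc in SPF mice, 406 for antibiotics on Milli-Q water and 675, 429 and 323 for the differences, and with 10 counts in 10 libraries 11 for zinc in SPF mice. Only the groups compared gave 3 genes for zinc in germ-free mice, 14 for germ-free and 2017 for antibiotics on zinc water, and 249 and 2 for the differences of antibiotics against SPF and germ-free against antibiotics. The Xist division as a term gave 8 for zinc in SPF mice, 600 for antibiotics on zinc water, and 1 and 13 for those differences. The GC and length correction gave 657 for zinc in germ-free mice, 1826 on average and 1 for germ-free against SPF, and the 18S term 478 for zinc after antibiotics, 597 on average and 124 for germ-free mice on zinc water. Camera called 15 lists with its preset and 0 with an estimated correlation (7 at an unadjusted p under 0.05), against 8 by fry. The antibiotics and germ-free responses correlated at 0.0684 and 0.0583 where they share no library (Spearman's rho 0.0739 and -0.00499), a construction that removes the shared controls.

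The replicate numbers share only a number, since 7 of 48 same-numbered pairs (mean correlation 0.00467) and 6 of 46 by the numbers in the descriptions (mean -0.00115) were above 0.1. With the replicate block there were 12 genes for antibiotics on Milli-Q water, 1 for the zinc effect in germ-free against SPF mice (1 by the description numbers) and 15 for germ-free against antibiotics (13). The calls of Xist, Reg3g after antibiotics, Reg3b on average, Dll1 and Ndufaf4 were lost under it, and 9 lists were called.

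Leaving out each library gave 5 to 37 genes for zinc in SPF mice, 1317 to 2679 after antibiotics, 5 to 3436 in germ-free mice and 1947 to 4160 on average. It gave 10 to 83 for antibiotics and 1661 to 3253 for germ-free mice on Milli-Q water, and 272 to 1058 and 51 to 1573 on zinc water. The differences ranged from 0 to 21, 0 to 767 and 0 to 362, the lists called from 6 to 10 and the correlation of responses from 0.38 to 0.552. The Defa share difference ranged from -0.528 to 1.04 points for zinc, reversing without SPF Milli-Q replicate 2 and without antibiotics Milli-Q replicate 1 (-0.0755), from -5.31 to -2.97 for antibiotics and from 8.74 to 11.1 for germ-free mice. Genes not called whose log2 fold change took both signs were Reg3b for zinc in SPF mice (-1.24 to 0.071), Defa24 (-0.069 to 0.14) and Itln1 (-0.11 to 0.18) for zinc after antibiotics, Lyz1 for zinc in germ-free mice (-0.26 to 0.12), Itln1 for averaged zinc (-0.086 to 0.066), Defa24 (-0.29 to 0.054) and Lyz1 (-0.39 to 0.037) for antibiotics on Milli-Q water, and Lyz1 for antibiotics on zinc water (-0.29 to 0.065). For differences of the zinc effect these were Lyz1 (-0.11 to 0.32) and Mt2 (-0.52 to 0.069) in antibiotics against SPF, and Reg3b (-0.39 to 0.23) and Reg3g (-0.33 to 0.33) in germ-free against antibiotics mice. The libraries behind changed calls are named with the results above. At 9888174 to 16896714 counts per library, 13070 genes had enough counts to be tested, and no statement is made on the others.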

Other observations

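The tests of the sex of SPF zinc replicate 1 and of the unique sequence of Defa23, Defa36 and Defa37 were chosen only after the results were seen, the GC and length correction and the 18S term were added after seeing the data, and the limits used to read the tests of GC content, 18S ribosomal RNA and library number were set after some of their counts were seen.

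Other splits of the libraries into groups of the same sizes were tested for each count of genes, the real split included in each number. For the 18 genes changed by zinc in SPF mice and the 3171 changed in germ-free mice on Milli-Q water, 1 of 10 splits gave as many genes in each case, and the design cannot give a share under 0.1. For zinc after antibiotics, antibiotics on Milli-Q water and antibiotics on zinc water it was 1 of 35 splits each. That is the smallest share these designs can give. It lies under 0.05 and argues against chance for each, but it was not adjusted over the results tested and does not exclude chance. For zinc averaged over contexts it was 2 of 100, a share under the same limit and likewise not adjusted. The other of these splits gave 4088 genes against the real 2860, and 6 splits other than the real one gave at least 1 gene. For zinc in germ-free mice it was 3 of 35 and for germ-free mice on zinc water 2 of 35, so chance cannot be excluded. The other splits with as many genes (3617 and 2667 for zinc in germ-free mice, 1323 for germ-free mice on zinc water, and the 4088 for averaged zinc) all parted germ-free zinc replicate 4 from replicates 1 to 3 of that group. For the zinc effect in antibiotics against SPF and in germ-free against SPF mice, where edgeR called 0 genes (2418 and 1740 at an unadjusted p under 0.05, 306 and 32 by DESeq2, 473 and 354 by limma-voom), it was 100 of 100 in each case. With a count of 0 every split gives as many, so this says nothing about chance.

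SPF zinc replicate 1 held 6228 Xist counts and 1 count on Y-linked genes. The other 20 libraries held at most 34 Xist counts and 278 to 1693 Y-linked counts. A mixture of cells or RNA of both sexes is argued against by the Y-linked share, which was 0.0934% of the mean of the other SPF zinc libraries. A library from a mouse on Milli-Q water is argued against by Mt2, at 419 CPM in that library, where the other SPF zinc libraries had 484 to 579.6 CPM and the SPF Milli-Q libraries at most 11.4 CPM. The single Y-linked count is consistent with a female mouse. With the Xist division as a term 8 in place of 18 genes were called for zinc in SPF mice.

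On Milli-Q water the mean TMM factor was 0.646 in germ-free and 1.26 in SPF libraries, a ratio of 0.514. Abundant secreted, ribosomal and mitochondrial genes took 71% of counts in germ-free and 51.1% in SPF libraries, and without them the ratio was 0.878. Those genes may account for much of the difference but not all, since the factors without them were 0.901 to 0.944 in germ-free and 1.03 to 1.08 in SPF libraries. No biological explanation of the rest was tested.

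Of the 28 core Defa genes, 7 had almost no counts in any library. The median percent of 60-base stretches found in no other gene was 0.461 for these and 50.4 for the other 21 (two-sided exact permutation test, p 0.00697). This is consistent with reads shared between near-identical copies not being counted. Within the 7, Defa23, Defa36 and Defa37 were chosen after their values were seen. At least 16.7% of their stretches were unique, while Defa5, with 0% unique stretches, reached 15015 counts. For these 3 genes, uncounted shared reads and low expression cannot be told apart, because the handling of reads with several matches is not given in the sources used here. In its pooled example the study reported expression of Defa23 and Defa36 but none of Defa37. That example may hold other samples. The study's median levels over all its samples, this dataset among them, likewise showed expression of Defa23 and Defa36 and none of Defa37. Neither source gives the levels in these libraries alone, so they do not settle them.

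Scaled by transcript length, the share of Defa genes in the expression of protein-coding genes was 67.2 ± 5.15% in SPF mice on Milli-Q water (SD, n = 3), and 61.8 to 78% over all libraries. Among the 20 genes with the highest mean length-scaled counts over all 21 libraries, 11 were core Defa genes. That is lower than the number quoted from the study above. Defa24 reached 355500 ± 32560 TPM, computed over protein-coding genes, in SPF mice on Milli-Q water (SD, n = 3). That is higher than the value quoted from the study above. Neither comparison is like for like. The study's number of transcripts comes from a single pooled experiment and its Defa24 level from samples under various treatments. Both of its values came from Salmon with an updated Defa annotation. Whether that step made the deposited counts is not given in the sources used here.

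More genes were called for zinc after antibiotics (2837) than in SPF mice (18), although edgeR's interaction test called 0 genes (2418 at an unadjusted p under 0.05, 306 by DESeq2, 473 by limma-voom). It called 675 without the filter on low counts and 249 with only the groups compared in the fit, so whether the effects are shown to differ depends on the test, the filter and the libraries fitted. In the 16 subsets of 3 against 3 antibiotics libraries the median count was 1455.5 (393 to 2388), which argues against library number as the whole cause. With the correction for GC content and length 2025 genes were called after antibiotics and 17 in SPF mice. With the 18S term these were 478 and 13, where the 18S percent was itself higher on zinc water after antibiotics (3.55 ± 1.86 against 1.89 ± 0.181, SD, n = 4 each), so that term also takes up part of any zinc effect. A larger spread in SPF libraries is argued against by the 45.8% of genes with a larger residual spread in SPF than in antibiotics libraries. A stronger response to zinc in mice with a depleted microbiome stays open as a hypothesis.

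Of the 3171 genes called in germ-free against SPF mice on Milli-Q water, 1844 calls were kept with the GC and length correction and 1947 with the 18S term, which argues against either trend as the whole cause. An effect of the absent microbiome stays open. For Mir6236, Gm15564 and Gm56171, higher in germ-free mice, 2 of the 3 were still called with the 18S term. That term follows 18S counts only, so carry-over of other ribosomal RNA cannot be excluded as the cause. Their log2 fold changes shrank from 3.01 to 1.80, from 1.94 to 0.93 and from 1.94 to 0.98, with adjusted p-values of 0.000543, 0.0396 and 0.209 in edgeR's test with the term.

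Clock genes were examined in germ-free against SPF mice. On Milli-Q water the median log2 fold change was -0.81 for 5 genes of the Bmal1 list and 0.42 for 7 of the Per and Dbp list, and on zinc water -0.61 and -0.05. The difference was larger than in 99.8% of 10000 random pairs of lists on Milli-Q water and in 96.17% on zinc water, but on zinc water the lists did not move in opposite directions. Sampling at another phase of the day and a rhythm altered by the absent microbiome cannot be told apart, since no sampling time is given in the sources used here.

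A list of NF-kB target genes was lower on zinc water in SPF mice (13 of 14 genes, median log2 fold change -0.39, fry p 0.00417), after antibiotics (13 of 14, median -0.79, p 4.53e-07) and averaged over contexts (13 of 14, median -0.50, p 2e-06). In germ-free mice 9 of 14 were lower (median -0.27), with a fry p of 0.0835. Adjusted over these 4 tests the p-values were 0.00556, 1.81e-06, 4e-06 and 0.0835 in the order SPF, antibiotics, average and germ-free. Whether the lower response extends to germ-free mice is open, and a small and an absent change there cannot be told apart with these libraries. The difference between contexts was not tested for this list.

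All 12 enterocyte markers were higher in SPF zinc than in SPF Milli-Q libraries, with a median log2 fold change of 2.09, and 2 of them were called (Sis at 2.22 and Apob at 1.34, adjusted p 0.0283 and 0.0451 in edgeR's test, each higher in all 3 zinc libraries than in any Milli-Q library). Neither was called without SPF zinc replicate 1 (adjusted p 0.167 and 0.461), SPF zinc replicate 2, SPF Milli-Q replicate 1 or SPF Milli-Q replicate 3, and 1 marker was called without SPF Milli-Q replicate 2, while all 12 were higher in each of these fits (medians of 1.61 or more). The markers together took 0.197, 0.192 and 0.122% of counts in SPF zinc replicates 1, 2 and 3, and 0.0564, 0.101 and 0.0757% in SPF Milli-Q replicates 1, 2 and 3. Of the markers with the highest levels on zinc water, Apoa1 rose from 49.3 to 282 CPM, Apoa4 from 49.8 to 259 CPM and Fabp2 from 104 to 244 CPM. The 12 of 12 markers are consistent with RNA from enterocytes in the SPF zinc libraries. Expression of these genes by Paneth cells on zinc water stays open, and how many of them Paneth cells express was not tested. For zinc in SPF mice, 0 of 8 goblet markers and 0 of 8 enteroendocrine markers were higher (medians -0.56 and -0.78, 1 goblet marker called lower by edgeR, a call that held only without SPF Milli-Q replicate 3). Without SPF Milli-Q replicate 2 the goblet median was -0.27. Of tuft, stem and cycling, immune and stromal markers 4 of 5, 3 of 8, 1 of 2 and 1 of 2 were higher, with medians of 0.08, -0.05, 0.22 and -0.13.

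On zinc against Milli-Q water, 8 of 12 enterocyte markers were higher after antibiotics (median 0.38, 1 called) and 11 of 12 in germ-free mice (median 0.81, 3 called). The germ-free rise rested largely on germ-free zinc replicate 4. The markers took 0.0372, 0.0435, 0.0928 and 0.184% of counts in germ-free zinc replicates 1, 2, 3 and 4, and 0.0355, 0.0761 and 0.0517% in germ-free Milli-Q replicates 1, 2 and 3. Without germ-free zinc replicate 4, 7 of 12 were higher (median 0.12, 3 called). The median was 0.47 without germ-free Milli-Q replicate 1 and 1.59 without germ-free Milli-Q replicate 2, where 0 were called. Without germ-free Milli-Q replicate 3 or germ-free zinc replicate 3, 1 was called, and 2 without germ-free zinc replicate 1. After antibiotics the median was 0.12 without antibiotics zinc replicate 4, 0.59 without antibiotics zinc replicate 1, 0.24 without antibiotics Milli-Q replicate 3 and 0.69 without antibiotics Milli-Q replicate 2, where 0 were called. Of the goblet, enteroendocrine, tuft, stem and cycling, immune and stromal markers, 6 of 8, 2 of 8, 0 of 5, 5 of 8, 0 of 2 and 1 of 2 were higher after antibiotics (1, 1, 0, 4, 0 and 0 called), and 5 of 8, 4 of 8, 2 of 5, 6 of 8, 2 of 2 and 2 of 2 in germ-free mice (0 called). After antibiotics, 1 of 8 goblet markers was higher without antibiotics zinc replicate 1 and 5 of 8 enteroendocrine markers without antibiotics Milli-Q replicate 3. Of the stem and cycling markers, 1 was called without antibiotics Milli-Q replicate 2, and 2 without replicate 3 of that group or antibiotics zinc replicate 1. The enteroendocrine call was lost without antibiotics Milli-Q replicate 1, 2 or 3 or antibiotics zinc replicate 1, and 2 tuft markers were called without antibiotics zinc replicate 2 or 4. In germ-free mice 1 goblet and 2 stem and cycling markers were called without germ-free zinc replicate 4, and 1 stem and cycling marker without germ-free Milli-Q replicate 1.

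In germ-free against SPF mice on Milli-Q water, 1 of 8 enteroendocrine markers was higher, with a median of -2.03 and 6 called, and 3 called without germ-free Milli-Q replicate 2 or 3. Enterocyte (7 of 12 higher), goblet (3 of 8), tuft (1 of 5), stem and cycling (2 of 8), immune (1 of 2) and stromal markers (0 of 2) had medians of 0.25, -0.06, -0.30, -0.47, -0.91 and -1.36, with 2, 2, 2, 4, 1 and 0 called. Without germ-free Milli-Q replicate 2, 4 of 12 enterocyte markers were higher (median -0.27). The enterocyte calls were 1 without germ-free Milli-Q replicate 3 or SPF Milli-Q replicate 2, and the goblet calls 1 without the former and 4 without the latter. Of the tuft markers 0 were called by edgeR without germ-free Milli-Q replicate 2 or 3, and 1 without germ-free Milli-Q replicate 1 or SPF Milli-Q replicate 1 or 3. Of the stem and cycling markers 1 was called without germ-free Milli-Q replicate 2 or SPF Milli-Q replicate 1, and 2 without SPF Milli-Q replicate 3. The immune call held only without germ-free Milli-Q replicate 1. After antibiotics on Milli-Q water 0 of 12 enterocyte markers were higher (median -1.20, 0 called, and 1 of 12 with a median of -0.65 without SPF Milli-Q replicate 2), while goblet (5 of 8) and tuft markers (5 of 5) had medians of 0.33 and 0.43, with 1 goblet marker called. Enteroendocrine (3 of 8 higher), stem and cycling (4 of 8), immune (1 of 2) and stromal markers (1 of 2) had medians of -0.15, -0.027, -0.010 and -1.84, with 0 called. Of the stromal markers 1 was called without SPF Milli-Q replicate 3, and the stromal median was -2.95 without antibiotics Milli-Q replicate 4. The goblet median was 0.53 without SPF Milli-Q replicate 2 and 0.15 without SPF Milli-Q replicate 3, and 2 goblet markers were called without SPF Milli-Q replicate 1. The enteroendocrine median turned to 0.078 without antibiotics Milli-Q replicate 2 or SPF Milli-Q replicate 2. Medians within 0.1 of 0 and lists of 2 genes give no direction for either context.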
